A study of Homo sapiens with 6 samples. Its data were reported in "MUC1-C Dictates PBRM1-Mediated Chronic Induction of Interferon Signaling, DNA Damage Resistance, and Immunosuppression in Triple-Negative Breast Cancer" (2022).

How the data were processed

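RNA-seq was performed by the study on total RNA from MDA-MB-436 cells that stably carried a tetracycline-inducible MUC1 shRNA vector and were treated with 0.1% DMSO or 500 ng/ml doxycycline, with 3 cultures in each group. Per the labels, RNA was isolated with Trizol and libraries were prepared with the TruSeq Stranded mRNA kit. The deposited values are raw read counts per gene that the authors made before any normalization, with each culture kept as its own library and none pooled. The aligner, the counting program and its strand setting, the genome build and the gene annotation behind the deposited counts are not given in the sources used here, beyond a reference to earlier work. Kits of this type select polyadenylated RNA, so transcripts without a poly(A) tail are poorly measured. Counts of near-identical gene copies and of overlapping or antisense genes depend on how the authors assigned reads, so such genes are treated as uncertain.

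Samples were grouped by their treatment label. The sample titles call the vehicle group a control shRNA, whereas the series design and the treatment labels describe 1 cell line with and without doxycycline, and the latter reading was used. The deposited table held 37887 gene symbols, of which 13481 had no count in any sample. In 14 rows, which held 0.0560 to 0.0644% of each library, the symbol had been turned into a date. These rows were kept in library sizes and tests and were not named. Library totals ranged from 18678307 to 27825546 counts. In every pair of libraries from the same group, counts differed by more than sampling noise (mean chi-square of 2.79 to 5.61 per gene), so that no library was counted as a duplicate.

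Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, which left 15355 genes, and libraries were scaled by the trimmed mean of M values (TMM). Groups were compared with a robust quasi-likelihood test over the 6 libraries, 2-sided, with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05, and "over 2-fold" also requires a fitted fold change above 2. The verbs rose and fell are used of called genes. Standard errors (SE) of log2 fold changes were derived from the quasi-likelihood F statistic. Expression levels are given as CPM (counts scaled to a common library size by TMM), as mean ± SD. A count of 0 in a library allows up to 3 counts, or 0.109 to 0.161 CPM, and this limit covers counting error only.

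Gene lists (28 in all) were written from general knowledge before the data were examined, and 1 listed symbol had no match in the table. They covered interferon responses, nucleic acid sensing, antigen presentation, tryptophan metabolism, NF-kB targets, chromatin regulators, stemness, epithelial and mesenchymal markers, cell cycle, DNA repair, p53, stress and metabolic programs, ribosomal and heat shock proteins, immediate early genes, and markers of blood, endothelial and luminal cells. Each list was tested against the other genes with limma 3.58.1 camera on log2 CPM (prior count 2, preset inter-gene correlation 0.01), 2-sided, with adjustment over the 28 lists. Members were also called singly, with p-values adjusted over all genes and adjusted over the list alone. Named genes followed a rule set at the same time: MUC1, further genes of the study with STAT2 added, the 12 largest rises and 12 largest falls over 2-fold with at least 5 CPM in the higher group and groups that did not overlap, and up to 4 members of each list with the smallest p-values. Among the largest changes, clone names, symbols that begin with LOC, LINC, MIR, SNOR or RNU, and antisense and pseudogene symbols were skipped. RNVU1-4, a small nuclear RNA gene, does not begin with any of these and was kept. Some genes that the rule takes are not reported here.

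Alternatives chosen at that stage were RLE size factors, no scaling factor, DESeq2 1.42.0, limma-voom, no filter on low counts, a filter of 1 CPM in 3 samples, the replicate number as a block, leaving out each library, and a test against a 1.2-fold change (glmTreat). For lists they were an estimated inter-gene correlation, the fry rotation test, a prior count of 0.5 and the same changes of scaling, filter, block and libraries. Restricting the genes to those whose 3' untranslated region lacks a given word was added after the data had been seen.

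Coordinates, transcript lengths, GC content and 3' untranslated regions (UTRs) came from GENCODE 29 on GRCh38, in which 98.8% of the tested symbols were found. This annotation need not be the one the authors used. For an association of 3' UTR sequence with expression, every 7-base word found in the longest annotated 3' UTR of at least 50 genes was scored over 12924 protein-coding genes with a 3' UTR of 50 bases or more. The log2 fold changes, limited to 3 in either direction, were adjusted for UTR length, UTR GC content and expression, and the z of each word was set against words of the same base composition (Python 3.11.15, numpy 2.4.6).

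The tests were checked on simulated data. With counts drawn from the means, dispersions and library sizes of the 6 libraries and 200 genes changed, the edgeR test of doxycycline against vehicle over 15143 genes recovered 50.0% of genes at the smallest fold change simulated, 68.0% at 1.5-fold, 77.1% at 2-fold and 100% at 4-fold, and 5.85% of its calls were false. A list of 39 genes shifted by 0.4 had a median log2 fold change of 0.41. Far fewer genes were changed in the simulated counts than were called in the data, and the simulated genes varied independently. The recovery and false-call rates therefore need not hold for the real comparison, and lists of correlated genes were not checked. A word planted with a shift of -0.3 in shuffled fold changes ranked 1 in each of 3 runs.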

Results

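Gene expression was measured in MDA-MB-436 cells, an established triple-negative breast cancer (TNBC) line with mutant BRCA1, that stably carried a tetracycline-inducible MUC1 shRNA. MUC1 encodes a transmembrane mucin, and MUC1-C is the C-terminal subunit that the study silenced to ask which interferon, chromatin and DNA damage genes depend on it. Cells received 0.1% DMSO as the vehicle (DMSO, 3 cultures) or 500 ng/ml doxycycline, which switches the shRNA on (DOX, 3 cultures). Total counts were 21777449, 24332317 and 25513198 for DMSO 1 to 3 and 27825546, 26114779 and 18678307 for DOX 1 to 3. The shRNA and the drug were always given together, and cells given doxycycline without the MUC1 shRNA were not analysed here, so effects of the shRNA and of doxycycline cannot be separated in these libraries. The first principal component held 60.3% of the variance and separated the groups.

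With doxycycline, MUC1 fell together with PBRM1, which encodes a subunit of the PBAF chromatin remodeling complex, and WARS, which encodes the cytosolic tryptophanyl-tRNA synthetase. MUC1 mRNA was scarce in both groups, at 3.88 ± 0.401 CPM in DMSO (counts of 93, 84 and 102) and 2.14 ± 0.412 CPM in DOX (counts of 72, 51 and 34), and fell by 0.84 on the log2 scale (SE 0.22, edgeR adjusted p = 0.000808, n = 3 per group). PBRM1 fell 1.51-fold, from 82.6 ± 3.18 to 54.7 ± 1.24 CPM (edgeR adjusted p = 6.07e-16). WARS fell 2.34-fold, from 117 ± 5.04 to 49.6 ± 4.13 CPM (edgeR adjusted p = 2.97e-30). DDX58, which encodes the RNA sensor RIG-I, was near 3 CPM and fell 1.61-fold (edgeR adjusted p = 0.00949). MUC1 lies on chromosome 1 at 155185824 to 155192916 and PBRM1 on chromosome 3 at 52545352 to 52685917, both on the minus strand of GRCh38.

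ISG15, which encodes a ubiquitin-like protein induced by interferon, rose 1.58-fold to 17.3 ± 1.27 CPM (log2 fold change 0.66, SE 0.11, edgeR adjusted p = 3.40e-07). The log2 fold change of IRF1, an interferon transcription factor, was -0.13 with a 95% confidence interval from -0.41 to 0.15 (edgeR adjusted p = 0.477). For STAT2, another such factor, it was -0.02 (edgeR adjusted p = 0.855) and for IFIH1, which encodes the RNA sensor MDA5, 0.07 (edgeR adjusted p = 0.649). IDO1, which encodes a tryptophan-degrading enzyme, had 0 counts in all 6 libraries, which allows up to 0.109 to 0.161 CPM. Of the 8 genes named so far that were measured, 4 fell and 1 rose, and the counts adjusted over the list alone were also 4 and 1. STAT2 was added here, and the study follows the others mainly from work in another line, with some also measured in this one, so their count is not fully independent evidence of a direction.

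**Figure D1:**
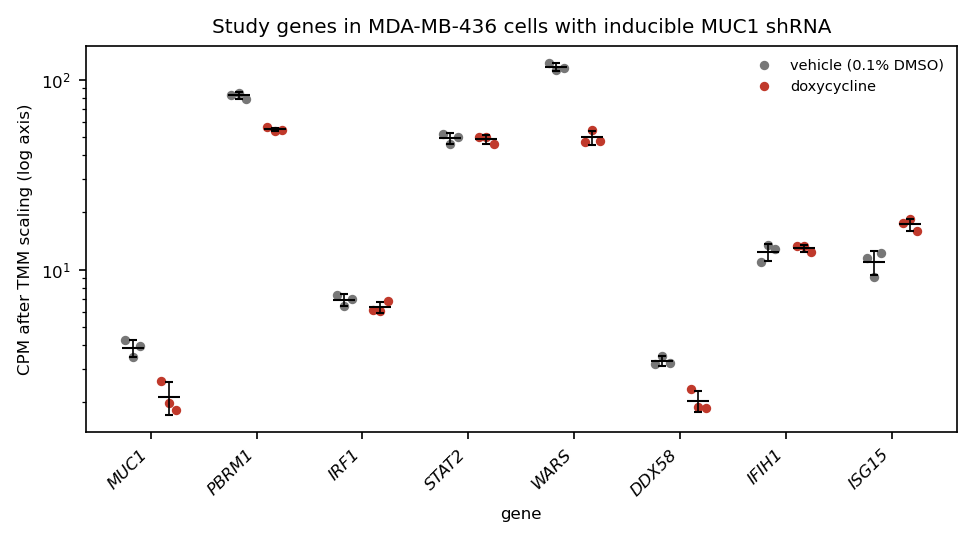
CPM after TMM scaling on a log axis for these 8 genes in the 3 DMSO (gray) and 3 DOX (red) libraries, with the mean and SD as black bars. MUC1, PBRM1, WARS and DDX58 sit lower in every DOX library than in any DMSO library, and ISG15 sits higher.

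Across the transcriptome, 7545 of 15355 genes tested changed with doxycycline, 3892 of them upward and 3653 downward. Most changes were small, and 916 genes changed over 2-fold, 339 upward and 577 downward. Of these 916, 881 had groups that did not overlap, and this held for 54.8% of all genes tested where chance gives 10%. Replicates were tight (biological coefficient of variation 0.0455), and the p-values measure the spread among cultures of 1 cell line.

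The 12 largest rises were led by SFN, KRT6A and COL17A1. SFN, which encodes the epithelial 14-3-3 sigma protein, rose from 0.773 ± 0.200 to 58.4 ± 2.47 CPM, a log2 fold change of 6.25 (SE 0.12, edgeR adjusted p = 1.96e-47). COL17A1, a hemidesmosome collagen, rose from 0.280 ± 0.0440 to 11.8 ± 0.0766 CPM. CDH1, which encodes E-cadherin, rose from 0.489 ± 0.469 to 6.02 ± 0.512 CPM (log2 fold change 3.55, SE 0.33, edgeR adjusted p = 5.12e-10). The keratin gene KRT6A had 2 to 4 counts in each DMSO library and 6.23 ± 0.973 CPM in DOX. FAM83A, MAP7 and ZNF385A rose 8.40-fold, 8.24-fold and 8.31-fold, and the secreted factors AREG and SLPI rose 13.4-fold and 12.6-fold. The remaining genes among the 12 largest rises were ALPP, TSPAN1 and UPK3B. ALPP and KRT6A have near-identical gene copies, so their counts are uncertain.

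The 12 largest falls were led by ESM1 and IQGAP2. ESM1, which encodes a secreted proteoglycan, fell by 2.81 on the log2 scale, from 6.01 ± 1.55 to 0.839 ± 0.499 CPM. UBE2Q2, a ubiquitin-conjugating enzyme gene, fell 4.51-fold, from 46.6 ± 1.54 to 10.4 ± 1.58 CPM, and IGFN1 fell 4.70-fold, from 129 ± 14.2 to 27.7 ± 1.09 CPM. The chemokine gene CXCL14 fell 4.42-fold and the integrin gene ITGA7 fell 4.24-fold. IQGAP2 fell 4.78-fold. SHISA2, NTRK3, SLC43A1, TP53INP1 and DISC1 completed the 12 with RNVU1-4, a U1 small nuclear RNA variant whose reads other U1 copies can share.

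Of 21 measured epithelial markers, 13 rose, 2 fell and 6 did not pass, with 13 and 2 also when adjusted over the list alone. DSP and PKP3, which encode desmosome proteins, rose 2.75-fold and 2.66-fold, and the simple-epithelium keratins KRT8 and KRT18 rose 1.93-fold and 2.03-fold. The list rose against other genes (camera adjusted p = 0.000401). This call was lost at adjusted p = 0.431 with an estimated correlation, against 0.000125 to 0.00383 in its other camera alternatives. Of 27 mesenchymal markers, 14 fell, 7 rose and 6 did not pass, with 14 and 7 adjusted over the list alone. ZEB2, a repressor of E-cadherin transcription, fell 3.54-fold, from 161 ± 4.93 to 45.2 ± 1.77 CPM, and VIM (vimentin) and COL6A1, a collagen gene, fell 1.72-fold and 2.17-fold. The mesenchymal list did not pass (camera adjusted p = 0.0516), but passed without DMSO replicate 1 (0.0265), DMSO replicate 2 (0.0404) or DOX replicate 2 (0.0380), over a range of 0.0265 to 0.143 among its camera alternatives with the preset correlation.

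**Figure D2:**
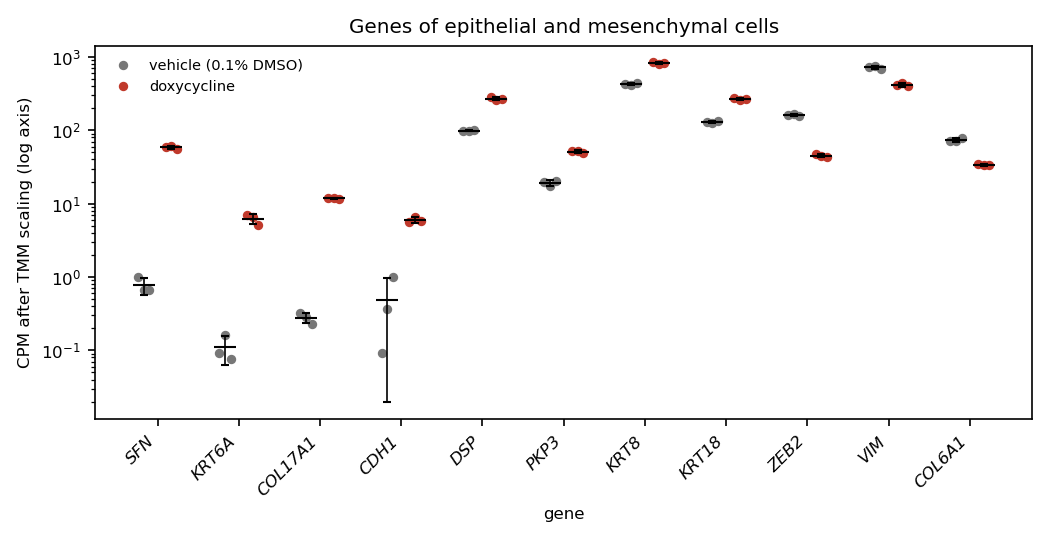
CPM after TMM scaling on a log axis for 8 genes of epithelia and 3 mesenchymal markers in the 3 DMSO (gray) and 3 DOX (red) libraries, with the mean and SD as black bars. SFN sits near 0.773 CPM in DMSO and 58.4 CPM in DOX, and ZEB2 near 161 and 45.2 CPM.

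Markers of other cell types were measured beside the epithelial and mesenchymal groups. Of 9 luminal breast markers, 5 rose and 3 fell, also adjusted over the list alone (camera adjusted p = 0.365). KRT8 and KRT18, which the epithelial list also holds, and GATA3 rose, the last by 1.84-fold. Of 6 measured blood cell markers, 3 rose, also adjusted over the list alone (camera adjusted p = 0.365). CSF1R rose from 0.296 ± 0.179 to 1.67 ± 0.325 CPM and CD14 from 2.99 ± 0.223 to 6.28 ± 1.33 CPM. PTPRC reached only 0.743 ± 0.198 CPM in DOX, and its call was lost with DESeq2 (adjusted p = 0.0510) and without DMSO replicate 1 (0.0760) or DOX replicate 2 (0.0651). Of 7 endothelial markers, 4 fell and 0 rose, also adjusted over the list alone, with KDR 2.52-fold lower and PECAM1 from 1.42 ± 0.389 to 0.370 ± 0.186 CPM. The endothelial list did not pass (camera adjusted p = 0.106) but passed without DMSO replicate 1 (0.0190) or DOX replicate 2 (0.0492), over a range of 0.0190 to 0.167 among its camera alternatives with the preset correlation.

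Interferon response genes moved in both directions. Of 80 measured genes of the interferon alpha response, 20 rose, 15 fell and 45 did not pass (20 and 14 adjusted over the list alone). Of 147 genes of the interferon gamma response, 40 rose, 33 fell and 74 did not pass (40 and 33 adjusted over the list alone). In the 61 genes that these responses share, 15 rose and 11 fell over all genes and adjusted over the list alone. TXNIP, a thioredoxin-binding protein gene, rose 2.22-fold and IFITM3, an antiviral membrane protein gene, rose 1.29-fold. EIF2AK2, which encodes the RNA-activated kinase PKR, rose 1.28-fold, and WARS fell. Over 2-fold, 1 shared gene (TXNIP) rose and 3 (WARS, IFI44 and IFIT3) fell. IFI44 and IFIT3, named after their values were seen, had log2 fold changes of -1.17 and -1.09. PARP9 rose 1.78-fold and UPP1, a uridine phosphorylase gene, rose 2.57-fold, whereas CSF1, which encodes a macrophage growth factor, fell 2.34-fold. None of the 3 lists passed against other genes (camera adjusted p of 0.627, 0.761 and 0.668), and the shared list had a median log2 fold change of 0.05 with a mean slightly below 0 at -0.000894.

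None of the related immune lists passed. Of 30 interferon-related DNA damage resistance genes, 8 rose and 10 fell (9 and 11 adjusted over the list alone, camera adjusted p = 0.769). ROBO1 was 1.84-fold lower and ZNFX1 1.33-fold higher. Over 2-fold, 0 of the 30 rose and 3 fell. In cytosolic nucleic acid sensing, 6 of 20 genes rose and 6 fell, also adjusted over the list alone (camera adjusted p = 0.909), and TMEM173, which encodes the adaptor STING, fell 1.61-fold while ZC3HAV1 rose 1.16-fold. Of 21 genes of MHC class I antigen presentation, 6 fell and 0 rose, also adjusted over the list alone (camera adjusted p = 0.365), with TAPBP 1.43-fold and HLA-B 1.42-fold lower. HLA-B reads can be shared with other class I genes. In tryptophan metabolism, 3 of 13 genes rose and 1 fell, also adjusted over the list alone (camera adjusted p = 0.627). The 3 were the transporter genes SLC7A5 and SLC3A2, with log2 fold changes of 0.59 and 0.56, and AHR, the aryl hydrocarbon receptor gene, with 0.48, and the 1 was WARS. Of 29 NF-kB inflammatory targets, 14 fell and 6 rose (15 and 6 adjusted over the list alone, camera adjusted p = 0.106). BIRC3, an apoptosis inhibitor gene, fell 3.08-fold, and the complement gene C3 rose 3.11-fold.

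**Figure D3:**
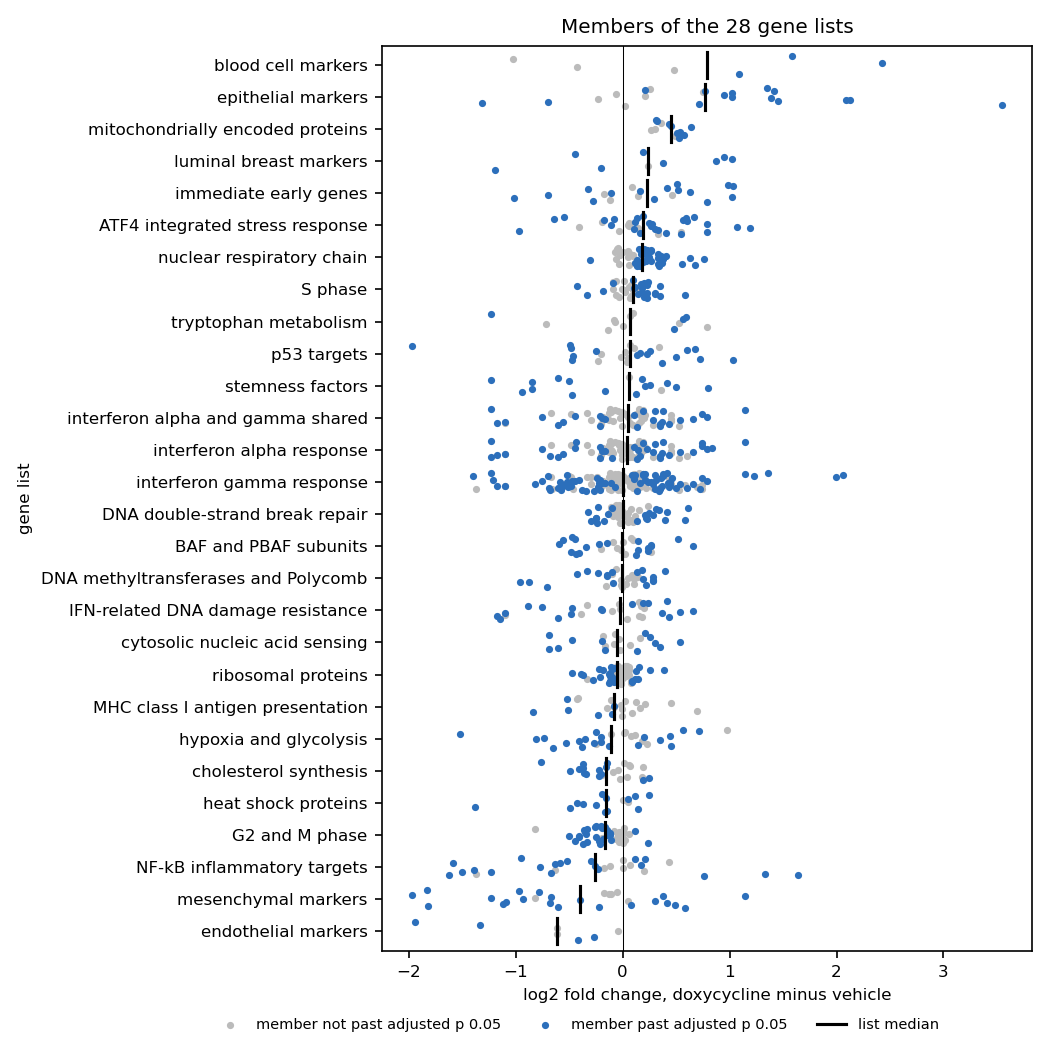
Log2 fold change (DOX minus DMSO) of each measured member of the 28 gene lists, with members past an adjusted p of 0.05 in blue, others in gray and the list median as a black bar. Epithelial markers have a median of 0.77 and mesenchymal markers of -0.40, and the interferon lists spread to both sides of 0.

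Chromatin regulators other than PBRM1 also changed. Of 28 BAF and PBAF subunit genes, 9 rose and 10 fell (9 and 11 adjusted over the list alone, camera adjusted p = 0.631). Besides PBRM1, SMARCD1 fell 1.47-fold, ARID2, another PBAF subunit gene, fell 1.40-fold and ARID1A fell 1.36-fold. Among 30 DNA methyltransferase and Polycomb genes, 8 rose and 10 fell, also adjusted over the list alone (camera adjusted p = 0.627), and DNMT3A and BMI1 fell 1.83-fold and 1.63-fold. Of 17 stemness factors, 7 rose and 8 fell (8 and 8 adjusted over the list alone, camera adjusted p = 0.944). The receptor genes NOTCH1, NOTCH2 and NOTCH3 fell 1.80-fold, 1.42-fold and 2.35-fold, and ITGA6 rose 1.74-fold. The median of the stemness list was 0.06, whereas its mean was -0.16 and its camera direction was down.

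Genes of G2 and mitosis fell as a group. Of 41 such genes, 24 fell, 2 rose and 15 did not pass, also adjusted over the list alone, with CKAP2L 1.41-fold, BUB3 1.36-fold, CENPF 1.32-fold and ANLN 1.29-fold lower. The list fell against other genes (camera adjusted p = 0.000936) by a median of -0.16. This call was lost at adjusted p = 0.466 with an estimated correlation, against 0.000371 to 0.00791 in its other camera alternatives. Of 38 S phase genes, 19 rose and 4 fell (20 and 4 adjusted over the list alone), with log2 fold changes of 0.58 for DSCC1 and -0.43 for POLA1. The S phase list did not pass (camera adjusted p = 0.0587) but passed without DOX replicate 3 (0.0490), over a range of 0.0490 to 0.132 among its camera alternatives with the preset correlation. In DNA double-strand break repair, 12 of 47 genes rose and 9 fell (12 and 8 adjusted over the list alone, camera adjusted p = 0.631), including RBBP8, 1.53-fold higher, PARP1, 1.34-fold higher, and BRCA1, 1.23-fold lower. Of 25 p53 targets, 10 rose and 6 fell, also adjusted over the list alone (camera adjusted p = 0.631), among them the cell cycle inhibitor gene CDKN1A, 1.65-fold higher, and TP53INP1, 3.92-fold lower.

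Respiratory chain genes rose as a group, in both genomes of the cell. Of 54 nuclear respiratory chain genes, 34 rose and 1 fell (35 and 1 adjusted over the list alone), by a median of 0.18, with ATP5MC1 1.60-fold and NDUFA5 1.55-fold higher and CYCS, the cytochrome c gene, 1.23-fold lower. This list rose against other genes (camera adjusted p = 1.80e-05). The call was lost at adjusted p = 0.431 with an estimated correlation, against 4.84e-06 to 0.000539 in its other camera alternatives. All 13 mitochondrially encoded protein genes had positive log2 fold changes, and 9 rose (11 adjusted over the list alone), with MT-ND2 1.56-fold and MT-CO1 1.49-fold higher (camera adjusted p = 0.000401). That call was lost at adjusted p = 0.604 with an estimated correlation, against 1.07e-05 to 0.00113 in its other camera alternatives. Mitochondrially encoded genes took 3.35 to 4.17% of counts in the DMSO libraries and 4.95 to 5.22% in the DOX libraries, and the 10 most abundant genes took 5.81 to 6.26% and 6.95 to 7.13%. Of 35 genes of the ATF4 integrated stress response, 20 rose and 6 fell, also adjusted over the list alone, with AARS 1.46-fold higher and the cystine transporter gene SLC7A11 1.56-fold lower. The ATF4 list rose against other genes (camera adjusted p = 0.00735). The call was lost at adjusted p = 0.466 with an estimated correlation, against 0.00695 to 0.0482 in its other camera alternatives.

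Metabolic and stress genes outside these groups were mixed. Of 29 hypoxia and glycolysis genes, 13 fell and 7 rose, also adjusted over the list alone (camera adjusted p = 0.435). The glycolytic enzyme genes PGAM1, LDHA and GAPDH fell 2.86-fold, 1.75-fold and 1.32-fold, and the glucose transporter gene SLC2A1 rose 1.64-fold. Of 24 cholesterol synthesis genes, 12 fell and 2 rose (13 and 2 adjusted over the list alone), with INSIG1 1.40-fold and MSMO1 1.33-fold lower. The cholesterol list did not pass (camera adjusted p = 0.106) but passed without DOX replicate 2 (0.0492), over a range of 0.0492 to 0.322 among its camera alternatives with the preset correlation. Of 15 heat shock genes, 9 fell and 4 rose, also adjusted over the list alone (camera adjusted p = 0.140), with HMOX1 2.59-fold and HSP90B1 1.34-fold lower. Among 63 ribosomal protein genes, 20 fell and 8 rose (19 and 7 adjusted over the list alone, camera adjusted p = 0.365), with RPL7 1.29-fold lower and RPS23 1.31-fold higher, in counts that processed pseudogenes can share. Of 20 immediate early genes, 10 rose and 5 fell (10 and 6 adjusted over the list alone, camera adjusted p = 0.365). FOSL1 and EGR1 fell 1.62-fold and 2.02-fold, and JUNB and KLF2 rose 1.55-fold and 1.43-fold.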

Values the study reported

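In another TNBC line, BT-549, the study reported 956 genes upregulated and 2028 downregulated by MUC1 silencing, at an FDR under 0.05 and a fold change over 2.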

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

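Of these alternatives, the restriction to genes without the word ATCAGTA was chosen after seeing the data. The number of called genes stayed between 6019 and 7560 over 14 alternatives, and the number changed over 2-fold between 615 and 999, against 7545 and 916. The 6019 and 615 came from the restriction, which left 11437 of the 15355 genes. A test against a 1.2-fold change called 3175 genes in place of the 916, since its limit is lower than 2-fold. Leaving out 1 library gave 6746 to 7051 called genes and 899 to 954 over 2-fold. Of 126 genes of the naming rule, 123 kept their direction and side of the threshold in every alternative that gave them a value. The exceptions were PTPRC, MT-ATP6 and EGFL7, whose call was lost without DMSO replicate 1 (0.0846). Same-numbered libraries did not deviate together (correlations of 0.00493, -0.0324 and -0.0382), so the numbers were not taken to pair them. With the replicate number as a block, 7492 genes were called, 905 over 2-fold, and the block ended no call on the study genes or the lists but ended that of MT-ATP6 (adjusted p = 0.0765).

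With an estimated correlation, 0 of 28 lists passed. The adjusted p was 0.431 for epithelial markers and the nuclear respiratory chain, 0.466 for G2 and M phase and the ATF4 list, and 0.604 for mitochondrially encoded proteins. The fry test, which asks only whether a list's own genes move one way, passed 19 lists. Those that camera had not passed were MHC class I and tryptophan metabolism (0.0344 each), NF-kB (0.000870), BAF and PBAF (0.00875), Polycomb (0.00503), mesenchymal (0.000807), S phase (0.000746), cholesterol (0.0433), hypoxia (0.000870), immediate early (0.00503), heat shock (0.000807), blood (0.00503), endothelial (0.00503) and luminal (0.000746). With 1 library left out, the camera adjusted p ranged from 0.0265 to 0.0972 for mesenchymal markers, 0.0190 to 0.141 for endothelial markers, 0.0492 to 0.322 for cholesterol synthesis and 0.0490 to 0.0682 for S phase. Without genes carrying ATCAGTA, NF-kB targets passed (0.0482, in a range of 0.0482 to 0.155 over camera alternatives), and the cause was not tested. The mitochondrially encoded list has no 3' UTRs and gave no value there. Depth limits the low genes most: MUC1 rests on 34 to 102 counts per library.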

Other observations

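Among the tests in this part, both tests of a mixture of cell lines, interferon signaling as the source of the WARS fall, the tests of CAGTATT and CAGTGTT among genes lacking TCAGTA, all comparisons of word carriers with other genes, and the use of the SD in weighing medians were chosen after the results were seen, and DARS, ZEB1, SNAI2, KRT19, GRHL2 and ST14 are named here after their values were seen. The synthetase group was not among the 28 lists, and its test was set after the fall of WARS and the median of the ATF4 list, which holds 5 of these genes, were seen. Genes of the other cytosolic aminoacyl-tRNA synthetases, the enzymes that charge tRNAs, mostly rose: 14 of 19 rose, 3 fell and the median log2 fold change was 0.16. AARS was the highest at 0.54, and DARS, the aspartyl-tRNA synthetase gene, fell from 75.5 to 33.3 CPM (log2 fold change -1.18, edgeR adjusted p = 4.64e-27). ZEB1, the relative of ZEB2, fell by 0.97 on the log2 scale (edgeR adjusted p = 1.28e-16), while SNAI2, another repressor of E-cadherin transcription, rose by 1.14 (edgeR adjusted p = 2.46e-17).

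Carriers of 1 short sequence fell more often than other genes. Of 16257 7-base words scored in 3' UTRs, ATCAGTA had the most negative association with the response (z = -12.6, 1487 genes), followed by the overlapping TCAGTAA (z = -9.64), and the highest z of any word was 4.22. The median log2 fold change was 0.04 in 8353 genes without TCAGTA, -0.10 in 988 genes with ATCAGTA and -0.22 in 499 genes with ATCAGTAA. It was -0.11 with 1 ATCAGTA, -0.22 with 2 and -0.45 with 3 or more. Of the carriers of ATCAGTA, 44.5% fell, against 22.9% of other genes. Most falls were nonetheless in genes without the word: 662 carriers and 2615 other genes fell, and over 2-fold 98 and 353. With the 3' UTR of the transcript with the longest coding sequence, a choice made after the data were seen, z was -12.1. The word occurs in 13 annotated protein-coding transcripts of MUC1, at positions 155187772 to 155187778 of chromosome 1 (GRCh38, minus strand), in the coding sequence of 12 and the 3' UTR of 1. The study names the shRNA by a catalog number, and its sequence, which would show whether its seed matches ATCAGTA, is not given in the sources used here.

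For the rise of epithelial genes with the fall of ZEB2, the site CAGTATT of miR-200b, miR-200c and miR-429, from a family that represses ZEB1 and ZEB2, had a z of -5.49, past the level set before the result was seen. Among genes without the overlapping TCAGTA its z was -1.71, with medians of 0.05 in 699 genes with the site and 0.04 in 7654 without, and the z of CAGTGTT, the site of miR-200a and miR-141, was -0.187, which argues against both groups as the source. An admixture of an epithelial line would need 71.8% foreign cells to lower ZEB2 this far, whereas 6 other abundant mesenchymal genes had a median log2 fold change of -0.0714 (SD 0.50) with 3 lower and 3 higher, which argues against it for ZEB2. A smaller admixture stays open for the epithelial genes, of which 13 of 30 listed rose while KRT19, GRHL2 and ST14 had 0 counts in the 3 DOX libraries. Silencing through the shRNA's own seed is a candidate explanation. The most negative word shared by the MUC1 mRNA and the ZEB2 3' UTR, ATCAGTA, had a z of -12.6. ZEB2 holds 2 copies of it, but at -1.83 lies below the 5th percentile of genes with 2 copies (-1.14). The fall of ZEB2 is thus larger than in most such genes, and its size stays open. ZEB1 holds 3 copies, and its -0.97 lies above the 5th percentile of genes with 3 or more (-1.61). That value lies below the 5th percentile of genes without ATCAGTA (-0.83). An effect of MUC1 loss itself was not tested apart from the seed.

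For the falls of WARS and PBRM1, a weaker integrated stress response would lower other synthetase genes, but their median log2 fold change was 0.16 (SD 0.36). Lower interferon signaling would lower the other shared interferon genes, whose median was 0.0581 (SD 0.45) against -1.23 for WARS. That list was mixed, since 15 of its 61 genes rose and 11, WARS included, fell, with IFI44 at -1.17 and IFIT3 at -1.09. The median argues against a fall of the list as a whole, but cannot exclude weaker signaling at the genes that fell. The same seed is a candidate explanation for PBRM1, which holds 2 copies of ATCAGTA. At -0.60 it lies above the 5th percentile of genes with ATCAGTA or TCAGTAA (-1.04). It also lies above that of genes without TCAGTA (-0.83), so this check lends the seed no support beyond the presence of the word. For WARS, with 1 ATCAGTAA, the seed explanation stays open. Its -1.23 lies below the -1.04 but not below the 5th percentile of the 499 genes with ATCAGTAA, which is also -1.23 to 2 decimals. Of 20 synthetase genes with WARS included, the 2 that carry ATCAGTA, WARS and DARS, both fell, against 2 of the 18 others. With 2 carriers, compared after their falls were seen, this cannot decide the cause. The same comparison was made in other lists. It differed most for DNA methyltransferase and Polycomb genes, where 5 of 5 carriers fell, against 5 of 25 others (Fisher exact p = 0.00177, unadjusted). For BAF and PBAF genes, PBRM1 included, it was 5 of 9 against 5 of 19 (Fisher exact p = 0.21). For S phase genes it was 0 of 4 against 4 of 34. DNMT3A, ARID2 and SMARCD1 are among these carriers. A loss of MUC1 acting on WARS and PBRM1 also remains open. The study describes another MUC1 shRNA, a rescue and a peptide inhibitor of MUC1-C. It reports that the inhibitor, which acts without an shRNA, lowered PBRM1, IRF1 and ISG15 on immunoblots of olaparib-resistant MDA-MB-436 cells. The study reports lower PBRM1 expression after MUC1-C silencing in BT-549. It also reports that MUC1-C silencing in BT-549 lowered chromatin accessibility at PBRM1 and WARS. In MDA-MB-436, it reports lower WARS after silencing of MUC1-C, IRF1 or PBRM1. These experiments bear on the question and were not analysed here. The study also reports lower ISG15 in MDA-MB-436 after MUC1-C silencing, whereas ISG15 rose here. For TNBC cells it reports lower IRF1, RIG-I and MDA5, whereas here DDX58 fell and IRF1 and IFIH1 did not pass. From RNA-seq of BT-549 and MDA-MB-436, it reports common IRF1 target genes within the interferon alpha and gamma signatures. Such a subset can fall without the whole, and the interferon lists written here did not pass.

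For the 7545 genes called, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many, and the highest of the others gave 0. With 10 splits a share under 0.05 cannot be reached. Bias from transcript length or GC content would appear as a correlation across genes, which was -0.0645 for length and -0.0478 for GC (Spearman, 15166 genes, which are not independent replicates). Doxycycline is known to inhibit mitochondrial translation and could by itself raise ATF4 targets. The median of 0.20 for that list lay between the values set in advance for and against this. Since every DOX library had both the drug and the shRNA, no value of this median could have told them apart.

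At the study's thresholds, 339 genes were higher and 577 lower here, in a different cell line and with edgeR. The study used DESeq2, which gave 315 higher and 524 lower on the libraries analysed here. With either test, both counts are lower than the values quoted from the study above.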
